# Kindlin-2 Promotes Chondrogenesis and Ameliorates IL-1beta-Induced Inflammation in Chondrocytes Cocultured with BMSCs in the Direct Contact Coculture System

**DOI:** 10.1155/2022/3156245

**Published:** 2022-04-12

**Authors:** Zhefeng Chen, Kai Shen, Ziyang Zheng, Jinchun Zhou, Shujie Zhao, Huanghe Song, Jiuxiang Liu, Xuan Zhao, Feng Liu, Qiang Zuo

## Abstract

The osteoarthritis caused by trauma or inflammation is associated with severe patient morbidity and economic burden. Accumulating studies are focusing on the repair of articular cartilage defects by constructing tissue-engineered cartilage. Recent evidence suggests that optimizing the source and quality of seed cells is one of the key points of cartilage tissue engineering. In this study, we demonstrated that Kindlin-2 and its activated PI3K/AKT signaling played an essential role in promoting extracellular matrix (ECM) secretion and ameliorating IL-1beta-induced inflammation in chondrocytes cocultured with bone marrow stem cells (BMSCs). *In vivo* experiments revealed that coculture significantly promoted hyaline cartilage regeneration. *In vitro* studies further uncovered that chondrocytes cocultured with BMSCs in the direct contact coculture system upregulated Kindlin-2 expression and subsequently activated the PI3K/AKT signaling pathway, which not only increases Sox9 and Col2 expression but also restores mitochondrial membrane potential and reduces ROS levels and apoptosis under inflammatory conditions. Overall, our findings indicated that direct contact BMSC-chondrocyte coculture system could promote chondrogenesis, and identified Kindlin-2 represents a key regulator in this process.

## 1. Introduction

Articular cartilage damaged by trauma or inflammatory factors is often difficult to repair effectively and eventually develops into osteoarthritis (OA) [1, 2]. The incidence of OA is increasing yearly and has become a serious disease threatening human health. Investigations have indicated that the incidence of OA in the United States is as high as 50% [3, 4]. In the middle-aged and elderly in China, lumbar osteoarthritis was the most prevalent with a prevalence of 25.03%, followed by the prevalence of knee osteoarthritis, which was 21.51% [5]. However, despite its prevalence and severity, there is still no curative or effective treatment due to our limited understanding of the pathogenesis of osteoarthritis. The repair of articular cartilage defects by constructing tissue-engineered cartilage has been a hot area of research in recent years, among which how to further optimize the source and quality of seed cells is still one of the key and difficult points of cartilage tissue engineering.

Chondrocytes and BMSCs are commonly used seed cells at present. Both of them have defects in the construction of tissue-engineered cartilage [6]. Primary chondrocytes are relatively limited in source and tend to lose their special phenotypes after being passaged several times *in vitro*. Exogenous cytokines must be provided for BMSCs to maintain chondrogenic differentiation. Researchers tried to coculture the two cell lines, and the results showed that coculture could increase the synthesis of chondrogenic ECM components such as type II collagen (Col2) and aggrecan (Aggrecan) [7, 8].

Kindlin-2 belongs to a family of conserved cytoplasmic proteins. Kindlin-2 promotes cell differentiation, survival, and migration by interacting with Integrin [9] and is involved in mediating integrin's regulation of cell propagation [10] and intercellular communication [11]. Deficiency of Kindlin-2 expression can lead to abnormal chondrogenesis and affect the survival of chondrocytes. Global inactivation of Kindlin-2 in mice resulted in early embryonic lethality at E7.5 [12].

To explore the role of Kindlin-2 in promoting specific ECM synthesis in the direct contact coculture system, we specifically knocked down and overexpressed Kindlin-2 in chondrocytes and constructed a direct contact coculture system of chondrocytes and BMSCs. We found that Kindlin-2 can promote the function of chondrocytes, regulate the synthesis and secretion of ECM of chondrocytes, and affect the activation of the PI3K/AKT signaling pathway in the direct contact coculture system. In addition, we also demonstrated the protective effect of Kindlin-2 and its activated PI3K/AKT signaling pathway on chondrocytes in an inflammatory environment, specifically by restoring mitochondrial membrane potential and reducing ROS levels and apoptosis. These findings identified Kindlin-2-overexpressing chondrocytes as potential seed cells to construct high-quality tissue-engineered cartilage.

## 2. Results

### 2.1. Kindlin-2 Promotes Chondrogenesis in the Direct Contact Coculture System

Chondrocytes cocultured with BMSCs can increase the synthesis of specific ECM components, such as Col2, Sox9, and aggrecan. BMSCs can provide nutritional support to chondrocytes in the direct contact coculture system [13, 14]. 

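RNA of 6 cultures was sequenced, 3 of primary mouse chondrocytes grown alone (the control group) and 3 of chondrocytes grown with BMSCs, the stromal progenitor cells of bone marrow (the coculture group). In the coculture group, 3 chondrocytes were seeded per BMSC, and the cells stayed in direct contact for 7 days. The paper's text describes no step that separated the cell types before RNA was extracted. The authors aligned the reads with TopHat 2.0.11 and calculated FPKM values, but the deposited values are not FPKM. They are log2 values of the normalized count plus 1, one per gene and sample, and are not scaled for gene length. The log2 and the added 1 were undone. In every sample, 100% of the values were then whole multiples of one step, within a tolerance of 0.05. The largest distance from a whole number was 0.00108. Each step was taken as 1 read. The read numbers, limits of detection and counting noise given here rest on that assumption, which leaves a common factor per sample open. Between 28060948 and 32894633 reads per sample were counted on genes, with a median of 31107519 in the control group and 30128741 in the coculture group. The 10 most abundant genes took 5.67% to 6.08% of them. Among genes with a mean of at least 1000 normalized counts, the median coefficient of variation between replicates, beyond counting noise, was 4.11% in the control group (6436 genes) and 3.02% in the coculture group (6338 genes).

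The paper's text does not name the genome build, the counting program or the normalization. Of the 27122 genes listed, 27074 (99.8%) have an Ensembl identifier of GENCODE release M21, and coordinates are given on its build, GRCm38. The groups were compared with limma, a linear model whose variances are moderated across genes, on the deposited log2 values. Tests were two-sided and covered the 16091 genes with a mean of at least 10 normalized counts over the 6 samples, and p-values were adjusted by the Benjamini-Hochberg method. For a single gene, an exact permutation test of 3 samples against 3 cannot give a two-sided p below 0.10.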

To explore the key regulator of chondrogenesis in the direct contact coculture system (Figure 1(a)), we performed transcriptome analysis by high-throughput RNA sequencing (RNA-Seq) using 3 biological replicates of chondrocytes cocultured with or without BMSCs in a direct contact coculture system (Figure 1(b)). 

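Kindlin-2 is encoded by Fermt2 (ENSMUSG00000037712), on the minus strand of chromosome 14 from 45458795 to 45530118. No other gene overlapped its exons, and 0% of the 50-base stretches of its transcripts occurred in another gene. Its normalized count was 862 ± 42.3 (SD, n = 3) in the control group and 4469 ± 148 (SD, n = 3) in the coculture group. The control samples had 904, 864 and 819 normalized counts and the coculture samples 4303, 4588 and 4516. The difference between the groups was 2.37 on the log2 scale (standard error 0.06, adjusted p = 1.02e-06 from limma with Benjamini-Hochberg adjustment) or 5.18-fold. All coculture samples lay above all control samples, which gives the smallest p of the exact permutation test. With each sample left out in turn, the log2 fold change stayed between 2.34 and 2.41. The alternative that moved it most, a correction for GC content and transcript length chosen after the data were seen, gave 2.44. By log2 fold change Fermt2 ranked 43 among all genes tested and 4 among the 10653 genes with a mean of at least 200 normalized counts.

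The other members of the kindlin family and the proteins that act with kindlins at integrins moved in different directions. Fermt3 (Kindlin-3) had 69.4 ± 21.5 normalized counts (SD, n = 3) in the control group and 52.5 ± 19.1 (SD, n = 3) in the coculture group, and this difference was within the spread between replicates (log2 fold change -0.43, adjusted p = 0.372). Fermt1 was not analysed here. Of the talins, Tln2 was upregulated by 0.57 on the log2 scale (adjusted p = 0.000275) and Tln1 fell by 0.26 (adjusted p = 0.00139). Parva, which encodes α-parvin, was upregulated by 0.65 (adjusted p = 0.000122). The integrin chain gene Itgb1 fell by 0.51, from 27186 ± 781 to 19025 ± 106 normalized counts (SD, n = 3 each, adjusted p = 2.44e-05). Itgb3 and Lims1 fell by 0.50 (adjusted p = 0.0361) and 0.14 (adjusted p = 0.0274), but each was past the threshold of 0.05 in some alternatives and not in 8 of them, with adjusted p from 0.0185 to 0.107 for Itgb3 and from 0.0191 to 0.213 for Lims1. Itgav, Itga5 and Ilk were not past the threshold (adjusted p = 0.25, 0.101 and 0.718), and 89.7% of the exon bases of Ilk overlap another gene.

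**Figure D1:**
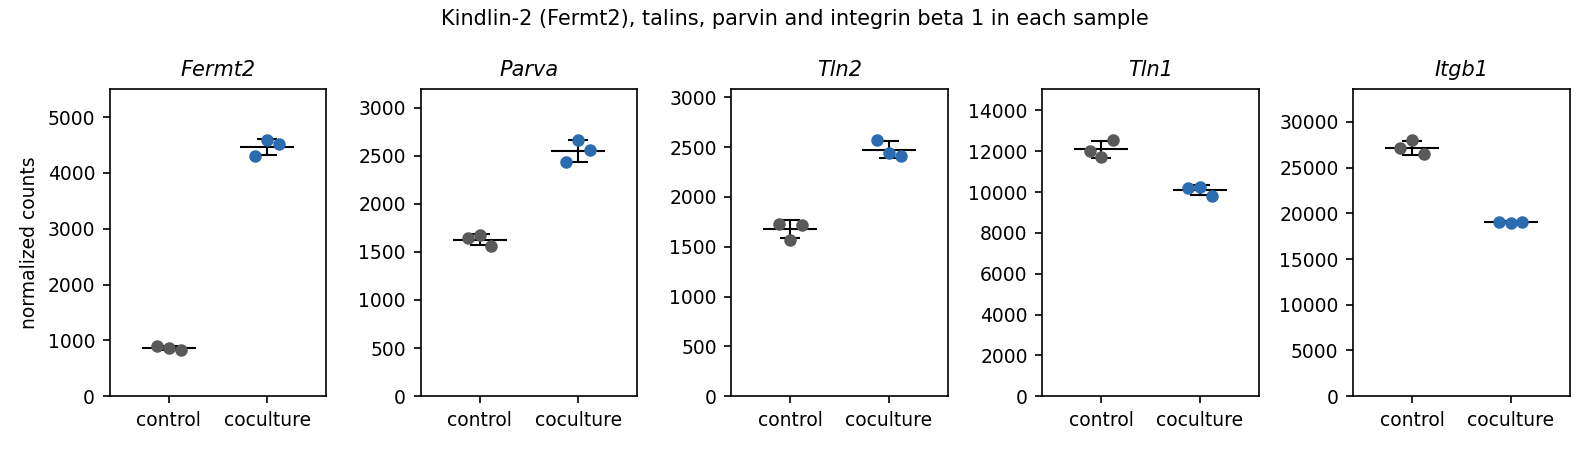
Normalized counts of Fermt2, Parva, Tln2, Tln1 and Itgb1 in the 3 control and 3 coculture samples; points are samples and bars are group means with SD. The Fermt2 points lie between 819 and 904 in the control group and between 4303 and 4588 in the coculture group.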

The expression level of Kindlin-2 was upregulated by 5.18 times. 

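For the categories of Figure 1(c), lists of member genes were written from general knowledge before the data were examined, since the paper's text does not give the authors' members. Each list was compared with all other genes tested by limma's camera (preset correlation 0.01, two-sided), and its value is the median log2 fold change of its members. The cartilage development list had 50 members tested, with a median of -0.088 (adjusted p = 0.15 over the 10 lists written for the paper's categories). Of these, 10 were upregulated and 16 downregulated at an adjusted p under 0.05, and the counts adjusted over the list alone were also 10 and 16. The GC content and transcript length correction moved this median most, to -0.048. The extracellular matrix organization list (81 members) had a median of 0.018 (adjusted p = 0.739), with 25 members upregulated and 29 downregulated, or 28 and 30 adjusted over the list alone. Its direction was not stable: the median was -0.013 over genes with a mean of at least 50 normalized counts, -0.00075 without control replicate 1 and -0.010 without control replicate 2. For collagen biosynthesis (29 members) the median was 0.10 (adjusted p = 0.739), with 10 members in each direction, or 10 upregulated and 11 downregulated adjusted over the list alone. For negative regulation of apoptosis (53 members) the median was -0.16 (adjusted p = 0.0135), with 9 members upregulated and 25 downregulated, or 10 and 26 adjusted over the list alone. The call for the apoptosis list held under limma's fry, which tests the members without a comparison with other genes. Only fry's p-values were kept, so its calls carry no direction. The call for the apoptosis list was lost when camera estimated the correlation (adjusted p = 0.181). Of these tests on the fold changes of all members, fry alone called cartilage development and extracellular matrix organization, and none called collagen biosynthesis.

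Sox9 (ENSMUSG00000000567, chromosome 11), which encodes the transcription factor of chondrogenesis, had 4059 ± 108 normalized counts (SD, n = 3) in the control group and 2525 ± 134 (SD, n = 3) in the coculture group, a log2 fold change of -0.69 (standard error 0.05, adjusted p = 7.5e-05). Every coculture sample lay below every control sample. Col2a1 (ENSMUSG00000022483, chromosome 15) had 20.6 ± 5.74 normalized counts (SD, n = 3) in the control group and 28.6 ± 6.72 (SD, n = 3) in the coculture group, and the difference was within the spread between replicates (log2 fold change 0.46, standard error 0.34, adjusted p = 0.327). Col2a1 was thus low in both groups. Of 22 chondrocyte markers listed, 10 had a control mean of at least 10 normalized counts. Whether the control cells had kept a differentiated chondrocyte state was not tested. Acan, which encodes aggrecan, was not analysed here. Col11a2 was upregulated by 0.66 on the log2 scale, from 253 ± 22.0 to 402 ± 54.0 normalized counts (SD, n = 3 each, adjusted p = 0.00545). Among the most abundant matrix genes, Col1a1 (log2 fold change 0.19, adjusted p = 0.00526) and Col1a2 (0.25, adjusted p = 0.000256) were upregulated, and Fn1 fell by 1.13 (adjusted p = 5.47e-07), from 130868 to 59951 normalized counts. Lamb1 fell by 1.35 and Col18a1 rose by 1.77 (adjusted p = 1.48e-06 and 1.1e-05). Bgn was not past the threshold (log2 fold change -0.031, adjusted p = 0.549), except under quantile normalization (-0.11, adjusted p = 0.00456, in a range of 0.00456 to 0.88 over the alternatives). In the apoptosis list, Mcl1 fell by 1.03 and Hmox1 fell by 1.34 (adjusted p = 6.04e-06 and 6.45e-06).

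**Figure D2:**
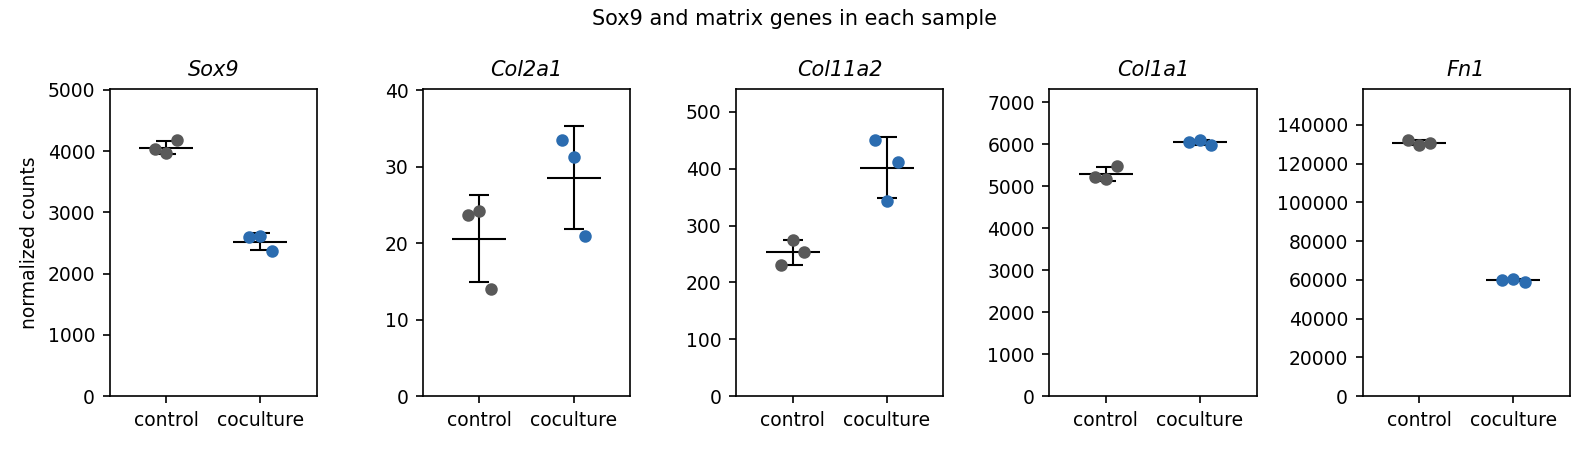
Normalized counts of Sox9, Col2a1, Col11a2, Col1a1 and Fn1 in the 3 control and 3 coculture samples; points are samples and bars are group means with SD. Sox9 and Fn1 are lower in all coculture samples, Col11a2 and Col1a1 are higher in all of them, and the Col2a1 groups overlap.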

Compared with their control counterparts, cocultured chondrocytes exhibited increased cartilage development and extracellular matrix organization (Figure 1(c)). The results of RT–qPCR also confirmed that coculturing with BMSCs significantly upregulated the Kindlin-2 mRNA expression level in chondrocytes (Figure 1(d)). Kindlin-2 was recently reported to be an important factor regulating the proliferation and survival of chondrocytes, and defects in the expression of Kindlin-2 can lead to abnormal chondrogenesis and affect the survival of chondrocytes [15]. Therefore, *in vitro*, we explored whether Kindlin-2 was involved in the regulation of BMSCs on chondrocytes. As shown in Figures 1(e) and 1(f), Kindlin-2 was knocked down and overexpressed on chondrocytes, which were confirmed by qPCR and Western blotting. We chose sh-2 and sh-3 groups for further investigations. As expected, the mRNA expression levels of chondrocyte-specific biomarkers (Col2, Sox9, and Aggrecan) indicated that the knockdown of Kindlin-2 attenuated the regulation of BMSCs on chondrocytes in the direct contact coculture system (Figure 1(g)). These results were confirmed by Alcian blue and safranin O staining and quantitative analysis after chondrocytes were micromass cocultured with BMSCs (Figures 1(h)–1(j)).

The mRNA expression values of Col2, Sox9, and Aggrecan in Kindlin-2-overexpressing chondrocytes showed that Kindlin-2-overexpressing chondrocytes cocultured with BMSCs in the direct contact coculture system could significantly improve the regulation of BMSCs on chondrocytes and promote specific ECM synthesis (Figure 1(k)). Similarly, Kindlin-2-overexpressing chondrocytes were micromass cocultured with BMSCs for 7 days and then stained with Alcian blue and Safranin O (Figures 1(l)–1(n)). Collectively, these results suggest that Kindlin-2 can promote chondrogenesis in the direct contact coculture system.

### 2.2. *In Vivo* Cartilage Regeneration in Nude Mice

To investigate the function of chondrocytes that synthesize and secrete ECM in the direct contact coculture system and their ability to support new cartilage formation *in vivo*, similar volumes of different groups of chondrocytes were subcutaneously injected into nude mice. Implants were removed from the subcutaneous space and analyzed after 4 weeks. As shown in Figure 2(a), implants in the coculture group were larger and more compact than those in the control group, and the kinidlin-2 overexpression coculture group was the largest.

The wet weight results showed that the implants in the coculture group were larger than those in the control group. In the coculture groups, the implants in the Kindlin-2 overexpression coculture group were the largest, followed by the NC group, and the Kindlin-2 knockdown coculture group was the smallest (Figure 2(b)). Therefore, the increase in cartilage regeneration was mediated by Kindlin-2. Histological examination and immunohistochemical staining confirmed that the coculture groups had stronger Safranin O staining, Masson staining, and collagen II staining and weaker collagen I staining. Consistent with the wet weight results, the Kindlin-2-overexpressing coculture group synthesized and secreted the largest amount of ECM *in vivo* (Figure 2(c)). These findings demonstrate that the Kindlin-2 overexpression coculture group significantly promoted hyaline cartilage regeneration and cartilage lacuna formation, which is similar to native cartilage.

### 2.3. Potential Regulatory Role of Chondrocyte Kindlin-2 in PI3K/AKT/mTOR Signaling in the Direct Contact Coculture System

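By the paper's definition of a DEG, 2534 genes differed between the groups, 1061 upregulated and 1473 downregulated in the coculture group. With a fold change above 2 in place of 1.5, the alternative that moved the count most, 989 genes differed. At a Benjamini-Hochberg adjusted p under 0.05 and no limit on the fold change, limma called 6227 genes, 2838 upregulated and 3389 downregulated. This balance reversed under quantile normalization (3203 upregulated, 3078 downregulated) and after the GC content and length correction (3359 upregulated, 2983 downregulated). It held in the other alternatives. The groups did not overlap in 8318 of the genes tested (51.7%, where chance gives 10%). With each sample left out in turn, 5161 to 5728 genes were called at the adjusted p. The authors' deposited p-values and fold changes give 2901 DEGs by the same definition, 1228 upregulated and 1673 downregulated, which are the authors' counts, and 2567 of these were among the genes tested with limma, which called 2449 of them.

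The largest falls were in genes with few or no reads in the coculture group. Areg, which encodes the growth factor amphiregulin, had 94.2 ± 25.6 normalized counts (SD, n = 3) in the control group and 0 in every coculture sample, where a count of 3 reads is the limit of detection, so it was at least 31.0-fold lower. On the same terms Dnah12 was at least 23.7-fold lower, AC118476.2 at least 13.8-fold, Pla2g2e at least 13.3-fold, Il13ra2 at least 11.6-fold and Fads6 at least 8.41-fold. Tll1 had a log2 fold change of -4.88. The remaining genes among the 10 largest falls share nearly all of their sequence with other genes: Gm28048 (98.2% of its 50-base stretches, at least 198-fold lower), Gm11007 (100%, at least 42.4-fold lower) and Gm2007 (100%, log2 fold change -6.01).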

A KEGG pathway analysis of differentially expressed genes between chondrocytes cocultured with BMSCs in the direct contact coculture system and chondrocytes cultured alone was performed to further identify the molecular mechanisms by which Kindlin-2 regulates the synthesis and secretion of ECM of chondrocytes. 

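For the KEGG categories of Figure 3(a), members were again listed by hand, and the PI3K-AKT category was divided into its intracellular core, its growth factors with cytokines and receptors, and its matrix ligands with integrins (the ECM-receptor interaction list). The core list had a median log2 fold change of -0.14 over 93 members (adjusted p = 0.0165 from limma's camera), with 12 members upregulated and 35 downregulated at an adjusted p under 0.05, or 15 and 38 adjusted over the list alone. With the GC content and length correction its median was -0.062, no longer past the threshold (adjusted p = 0.114, in a range of 0.0006 to 0.135 over the alternatives). The growth factor list had a median of -0.37 over 64 members (adjusted p = 0.000517), with 8 upregulated and 28 downregulated, or 8 and 34 adjusted over the list alone. The smallest p in this list belonged to Fgfr1, Pdgfc and Ereg, with log2 fold changes of -1.24, -1.16 and -2.33 (adjusted p = 2.84e-06, 9.03e-06 and 1.43e-05). For ECM-receptor interaction (56 members) the median was 0.15 (adjusted p = 0.857), with 20 members in each direction, or 21 upregulated and 20 downregulated adjusted over the list alone, and without a filter on low counts the median was -0.053.

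The intracellular part of focal adhesion (69 members) had a median of -0.17 (adjusted p = 0.0467), with 12 members upregulated and 25 downregulated, or 13 and 31 adjusted over the list alone. This call was lost in 11 alternatives (adjusted p from 0.000844 to 0.714 over all of them), among them leaving out control replicate 1 (adjusted p = 0.0636), coculture replicate 2 (0.0523) or coculture replicate 3 (0.0577). Cell adhesion molecules (45 members) had a median of -0.28 (adjusted p = 0.00421), with 7 upregulated and 21 downregulated, or 7 and 23 adjusted over the list alone. Cytokine-cytokine receptor interaction (79 members) had a median of -0.10 (adjusted p = 0.739), with 21 upregulated and 20 downregulated, or 22 and 21 adjusted over the list alone. The calls for the core, the growth factors, focal adhesion and cell adhesion molecules held under fry and not with an estimated correlation (adjusted p = 0.112, 0.0667, 0.112 and 0.112), and fry also called ECM-receptor interaction and cytokine-cytokine receptor interaction.

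Over-representation among the DEGs, a test chosen after the data were seen because KEGG analyses are of this kind, was tested with Fisher's exact test (one-sided) against all genes tested, separately for each direction. Of the 1061 upregulated genes, 20 were among the 213 members of the 3 PI3K-AKT parts combined, where 14.0 were expected (Fisher's exact p = 0.0701, adjusted p = 0.153 over 24 tests). This rise was past an unadjusted p of 0.05 in 9 alternatives, among them no filter on low counts (Fisher's exact p = 0.0108), 5 of the 6 fits that each left out one sample (0.00941 to 0.0304) and the calls of the authors' deposited table (0.00287), and without control replicate 3 it was at 0.177. Of the 1473 downregulated genes, 45 were members, where 19.5 were expected (Fisher's exact p = 7.61e-08, adjusted p = 9.13e-07). ECM-receptor interaction was over-represented in both directions, with 9 upregulated members (Fisher's exact p = 0.0105, adjusted p = 0.0439) and 11 downregulated members (p = 0.0116, adjusted p = 0.0439). Without control replicate 3 the upregulated members were no longer over-represented (Fisher's exact p = 0.0768). Focal adhesion with the ECM-receptor genes had 13 upregulated members (Fisher's exact p = 0.0685, and from 0.00586 to 0.0466 in 10 alternatives that passed 0.05) and 14 downregulated members (p = 0.253), and cytokine-cytokine receptor interaction had 10 (p = 0.0343, adjusted p = 0.0915) and 11 (p = 0.105). Cell adhesion molecules had 5 upregulated members (Fisher's exact p = 0.173) and 14 downregulated members (p = 3.00e-05, adjusted p = 0.00024). Of the categories of Figure 1(c), cartilage development (10 members), extracellular matrix organization (14) and negative regulation of apoptosis (12) were over-represented among the downregulated genes (Fisher's exact test, adjusted p = 0.0439, 0.0439 and 0.0153) and none among the upregulated genes, although collagen biosynthesis passed an unadjusted p of 0.05 there in 4 alternatives, such as a fold change above 2 (p = 0.0268).

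**Figure D3:**
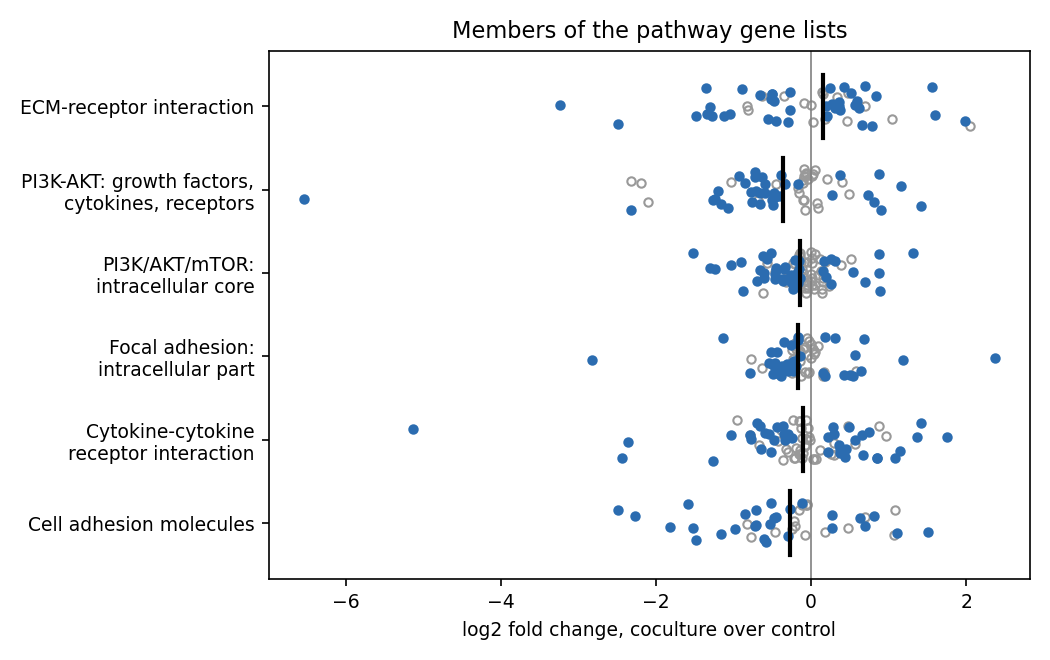
Log2 fold change (coculture over control) of each tested member of 6 gene lists written for the categories of Figure 3(a). Filled points are past an adjusted p of 0.05, open points are not, and black bars are the medians, from -0.37 for the growth factor list to 0.15 for ECM-receptor interaction.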

As shown in Figure 3(a), the PI3K/AKT signaling pathway was markedly activated in chondrocytes cocultured with BMSCs in the direct contact coculture system compared to control chondrocytes. The results revealed that genes related to the PI3K/AKT signaling pathway were significantly enhanced in the coculture group, suggesting a potential regulatory role of Kindlin-2 in the PI3K/AKT signaling pathway. 

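The genes of PI3K, AKT and mTOR themselves did not move together. Of the catalytic subunits of PI3K, Pik3ca (ENSMUSG00000027665) fell by 0.45 on the log2 scale, from 2808 ± 48.9 to 2068 ± 246 normalized counts (SD, n = 3 each, adjusted p = 0.00549 from limma with Benjamini-Hochberg adjustment). Pik3cb and Pik3cd were not past the threshold (log2 fold change 0.12 and -0.21, adjusted p = 0.287 and 0.252), although Pik3cb passed it after the GC content and length correction (0.22, adjusted p = 0.0311, in a range of 0.0311 to 0.634 over the alternatives). The regulatory subunit genes fell, Pik3r1 (ENSMUSG00000041417) by 0.47 from 19215 ± 477 to 13899 ± 201 normalized counts (SD, n = 3 each, adjusted p = 4.12e-05) and Pik3r2 by 0.26 (adjusted p = 0.00467). Akt2 was upregulated by 0.70, with 2591, 1801 and 2531 normalized counts in the coculture samples and 1406 ± 70.1 (SD, n = 3) in the control group (adjusted p = 0.00594), but 16.0% of its 50-base stretches occur in other genes. Under the unmoderated linear model its adjusted p was 0.0512, in a range of 0.000417 to 0.0512 over the alternatives. Akt1 did not differ (log2 fold change -0.051, adjusted p = 0.433), and its sign changed under quantile normalization (0.0098). Mtor fell by 0.16 (adjusted p = 0.0351), a call lost in 10 alternatives, with adjusted p from 0.0285 to 0.382. Of the growth factor genes that the paper names, Vegfa fell by 0.65 (adjusted p = 0.000342) and Pdgfb did not differ (0.055, adjusted p = 0.866). These are RNA levels, and they do not measure the phosphorylation of the proteins. From the KEGG analysis of the DEGs, the paper proposes that Kindlin-2 has a regulatory role in the PI3K/AKT signaling pathway in the coculture group.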

Chondrocytes (the only cell type in cartilage) are the dominant influence on the health and function of cartilage [16], and PI3K/AKT signaling pathway is a vital regulator of chondrocyte survival and apoptosis [17]. As indicated in Figure 3(b), the PI3K/AKT/mTOR signaling pathway was activated, and knockdown of Kindlin-2 decreased, while overexpression of Kindlin-2 increased the levels of phosphorylated PI3K, AKT, and mTOR in the direct contact coculture system. However, none of the phosphorylated PI3K, AKT, and mTOR levels were altered without coculturing (Figure 3(c)). Meanwhile, in coculture system, the results showed that inhibition of Kindlin-2 reduced the activation of PI3K/AKT/mTOR signaling pathway even though the expression of PI3K was upregulated (Supplementary Figure 1A–1B). Furthermore, when the expression of PI3K was inhibited, the activation of PI3K/AKT/mTOR signaling pathway in Kindlin-2 overexpressed group was also inhibited (Supplementary Figure 1C–1D).

To further confirm that the PI3K/AKT/mTOR signaling pathway is involved in Kindlin-2-mediated ECM secretion of chondrocytes, a small molecule inhibitor targeting PI3K (LY294002) was used. As shown in Figure 3(d), PI3K/AKT/mTOR signaling pathway was inhibited by LY294002 in chondrocytes cocultured with BMSCs in the direct contact coculture system. As expected, the expression levels of Col2 and Sox9 decreased after treatment with LY294002, as indicated by the weaker band seen in Figure 3(d). Similar results were observed when Kindlin-2-overexpressing chondrocytes were treated with LY294002 before coculturing (Figure 3(e)). These results were consistent with our RNA sequencing data, which suggested that Kindlin-2 could be a major regulator of the PI3K/AKT signaling pathway in the direct contact coculture system.

### 2.4. Kindlin-2-Mediated PI3K/AKT Signaling Pathway in Chondrocytes Is Essential for Chondrogenesis

We further confirmed that Kindlin-2-mediated synthesis and secretion of chondrocyte ECM in the direct contact coculture system were regulated by activation of the PI3K/AKT signaling pathway. Chondrocytes and BMSCs were cocultured in micromass, as shown in Figures 4(a)–4(c). Alcian blue and safranin O staining and subsequent quantitative analysis showed that the synthesis and secretion of chondrocyte ECM could be significantly inhibited by the small molecule inhibitor LY294002 in the direct contact coculture system. These results were also confirmed by the mRNA expression levels of Col2, Sox9, and Aggrecan (Figure 4(d)).

In addition, analysis of Alcian blue, safranin O staining, and mRNA expression levels of Kindlin-2-overexpressing chondrocytes cocultured with BMSCs after the use of LY294002 confirmed that the ECM secretion promoting effect of Kindlin-2 in chondrocytes was modulated by PI3K/AKT signaling pathway (Figures 4(e)–4(h)), which is consistent with previous results.

As shown in Figure 4(i), chondrocytes were cocultured with BMSCs in a direct contact way, and Kindlin-2 expression was upregulated. Subsequently, activation of the PI3K/AKT signaling pathway was shown to increase Sox9 and Col2 expression, which facilitates the synthesis and secretion of ECM of chondrocytes. Overall, our findings provide a novel mechanistic basis for the interplay between chondrocytes and BMSCs in a direct contact coculture system.

### 2.5. Kindlin-2-Mediated PI3K/AKT Pathway Protects Chondrocytes against IL­1beta-Induced Inflammation

Among the proinflammatory cytokines involved in OA, IL­1beta is considered one of the major players; IL­1beta seems to be associated with cartilage destruction [18]. To simulate the proinflammatory and catabolic effects of IL­1beta on chondrocytes during the process of osteoarthritis *in vitro*, chondrocytes were treated with IL-1beta with or without direct contact coculture for 48 h. The results showed that the percentage of apoptotic chondrocytes (early and late apoptosis) in the direct contact coculture system was significantly decreased compared with that of control chondrocytes after treatment with IL-1beta for 48 h. Knockdown of Kindlin-2 attenuated the protective effect of direct contact coculture on chondrocytes through the PI3K/AKT pathway, which was further confirmed by the addition of the small molecule inhibitor LY294002 (Figures 5(a) and 5(b)). Similar results were observed when Kindlin-2-overexpressing chondrocytes were cocultured with BMSCs in the direct contact coculture system, and LY294002 was used (Figures 5(c) and 5(d)).

The mitochondrial membrane potential is essential for maintaining mitochondrial oxidative phosphorylation and ATP production. The decrease in mitochondrial membrane potential is one of the symbolic events of apoptosis. As Figures 5(e)–5(h) shows, there was a significant decrease in mitochondrial membrane potential after chondrocytes were treated with IL-1beta for 48 h. Direct contact coculture restored the mitochondrial membrane potential, whereas the small molecule inhibitor LY294002 abolished this effect. Knockdown of Kindlin-2 attenuated, while overexpression of Kindlin-2 enhanced, the restoration of mitochondrial membrane potential.

There is a substantial body of published research that suggests ROS are a major causative factor for OA development. Oxidative stress elicited by ROS is capable of oxidizing and subsequently disrupting cartilage homeostasis and promoting catabolism via induction of cell death [19]. Using the DCFDA fluorescent probe, we showed that IL-1beta significantly increased intracellular ROS production, while chondrocytes cocultured with BMSCs decreased ROS production. Chondrocytes regulate ROS production in the direct contact coculture system in a Kindlin-2-mediated PI3K/AKT manner, as indicated in Figures 5(i) and 5(j).

## 3. Discussion

Kindlin-2 has been reported to play important roles in fibrosis and cancer [20, 21]. Additionally, published data suggested that Kindlin-2 protects chondrocytes from apoptosis and serves as a major controlling factor in the regulation of the chondrocyte differentiation program and chondrogenesis during prenatal and postnatal skeletal development [15]. In the present study, we demonstrated that Kindlin-2-mediated PI3K/AKT signaling not only promotes the synthesis and secretion of chondrocyte ECM but also regulates the inflammatory responses of chondrocytes in the direct contact coculture system.

Accumulating evidence has indicated that the crosstalk between BMSCs and chondrocytes has a great impact on cartilage matrix formation and may have therapeutic potential for cartilage regeneration [22]. However, the underlying mechanisms of this communication between BMSCs and chondrocytes need to be further characterized. BMSC-derived exosomes can effectively promote cartilage repair and extracellular matrix synthesis [23]. In addition, FGF-1, VEGF-A, and PDGFbb secreted by BMSCs exert modulatory effects on chondrocytes, including changes in cell shape, proliferation, gene expression, and ECM production [24]. Our study shows that Kindlin-2 contributes to increased cartilage formation in a direct contact BMSC-chondrocyte coculture system, which provides a new idea to explain the better performance of chondrocytes in the direct contact coculture system.

A previous study determined that Kindlin-2 played a critical role in the regulation of TGF-*β* signaling during the chondrogenic differentiation program. Additionally, Kindlin-2 regulated chondrocyte function and chondrogenesis by controlling the expression of Sox9, a master regulator of chondrocyte function [15]. Our study first uncovered that chondrocyte Kindlin-2-mediated PI3K/AKT signaling pathway is the key regulator of ECM secretion, apoptosis, mitochondrial membrane potential, and ROS production of chondrocytes in the direct contact coculture system, providing an explanation as to why Kindlin-2-overexpressing chondrocytes are suitable as seed cells for tissue engineering. In addition, the regulatory effect and mechanism of Kindlin-2 on chondrocytes are worthy of further exploration.

Various molecules, including glucose, insulin, and many growth factors and cytokines can initiate PI3K/AKT signaling [25]. Numerous evidences supported the involvement of PI3K/AKT signaling pathway in chondrocyte survival and apoptosis. 17*β*-estradiol- (E2-) mediated PI3K/AKT activation significantly promoted chondrocyte proliferation in a rat OA model [26]. Multiple growth factors, such as FGF1827, IGF-1, and platelet-derived growth factors, could rescue IL-1beta-induced increase in mitochondrial-related apoptosis by the activation of PI3K/AKT [27, 28]. Collectively, similar to previous studies, our results also proved the important role of PI3K/AKT signaling pathway in chondrocyte proliferation and apoptosis.

In conclusion, we provide new insights into the regulatory effect and specific mechanism of Kindlin-2 in chondrocytes cocultured with BMSCs in the direct contact coculture system. Kindlin-2 is essential for regulating chondrocyte function and ECM secretion during chondrogenesis. Furthermore, our study suggests that Kindlin-2-mediated PI3K/AKT signaling pathway controls apoptosis, mitochondrial membrane potential, and ROS production in response to IL-1beta. Our work may provide the possibility of constructing high-quality tissue-engineered cartilage with Kindlin-2-overexpressing chondrocytes instead of conventional seed cells.

## 4. Materials and Methods

### 4.1. Cell Culture and Reagents

Primary chondrocytes were obtained from the femoral condyles and tibial plateau of 5-day-old C57BL/6 mice. In brief, after washing with PBS, the cartilage was cut into pieces. Next, cartilage chips were sequentially incubated with trypsin–EDTA solution and 3 mg/mL collagenase II (C6885, Sigma–Aldrich) for 3-4 h at 37°C, and the digests were filtered through a 70 *μ*m cell strainer. Cells were plated in DMEM/F12 (11320033, Thermo Fisher Scientific, USA) supplemented with 10% fetal bovine serum (FBS, 10099141, Thermo Fisher Scientific, USA) and 1% penicillin/streptomycin (10378016, Thermo Fisher Scientific, USA). Primary BMSCs were obtained and cultured as previously described [29, 30]. Chondrocytes were cocultured with BMSCs at a 3 : 1 ratio in a direct contact BMSC-chondrocyte coculture system as reported previously [31]. Cells were cultured in DMEM/F12 (11320033, Thermo Fisher Scientific, USA) containing 10% fetal bovine serum (FBS) and 1% penicillin/streptomycin. The medium was changed every two days. After incubation for 7 days, chondrocytes were digested for further evaluations.

### 4.2. Animal Models

Cells were harvested and suspended at a concentration of 5 × 10^6^ cells/mL in silk fibroin (SF) solution, which was prepared from *Bombyx mori silkworm cocoons* at concentrations of 4% (*w*/*v*) as described in previous studies [32]. For the coculture groups, chondrocytes and BMSCs were mixed at a 3 : 1 ratio. Next, the solution was divided into 200 *μ*L aliquots, and hydrogels were subcutaneously injected into nude mice three days after gelation. Finally, implants were removed from the subcutaneous space and for further analysis after 4 weeks. All animal experimental procedures were approved by the Nanjing Medical University Animal Ethical Committee (NJMU/IACUC 2007029, 2103044). Furthermore, all animal procedures were performed in accordance with the guidelines for the care and use of laboratory animals of Nanjing Medical University.

### 4.3. RNA Isolation and qPCR

Total RNA of cells was extracted by using TRIzol reagent (Takara, Japan), and HiScript II Q RT SuperMix for qPCR (R122-01, Vazyme, Nanjing, China) was used to transcribe RNA into cDNA following the manufacturer's instructions. Next, quantitative real-time qPCR was analyzed using AceQ qPCR SYBR Green Master Mix (Q111-02, Vazyme, China) in a 7500 real-time PCR system (Applied Biosystems, Inc., USA). 

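Each primer of the 5 sets was matched without mismatches to the GENCODE mouse transcripts. The Kindlin-2 set spans 156 bases of a Fermt2 transcript of 3293 bases, from position 203 to 358 counted from its 5′ end. The Sox9 set spans 265 bases (936 to 1200) and the aggrecan set 398 bases of Acan (1518 to 1915). The Col2 set spans 115 bases of Col2a1 (4526 to 4640) and the 18S set 187 bases of an rRNA transcript (1207 to 1393). In the Col2 set, the primer listed as sense matched the antisense strand of the transcript and the primer listed as anti-sense matched the sense strand. The 18S primers were reversed in the same way on that rRNA transcript, but the 18S primer listed as anti-sense also matched the antisense strand of a transcript of Gm42418 (21 to 38), so the orientation of the 18S set depends on the annotated strand. In the Kindlin-2, Sox9 and aggrecan sets each primer matched the strand that it is listed with.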

The primer sets used were Kindlin-2: sense TGGACGGGATAAGGATGCCA, anti-sense TGACATCGAGTTTTTCCACCAAC; Col2: sense CCACACCAAATTCCTGTTCA, anti-sense ACTGGTAAGTGGGGCAAGAC; Sox9: sense CCACGGAACAGACTCACATCTCTC, anti-sense CTGCTCAGTTCACCGATGTCCACG; Aggrecan: sense AGGACCTGGTAGTGCGAGTG, anti-sense GCGTGTGGCGAAGAA; 18S: sense CGGCTACCACATCCAAGGAA, anti-sense GCTGGAATTACCGCGGCT. All data were normalized to 18S expression, and relative mRNA expression was assessed.

### 4.4. Western Blotting (WB)

Total protein was extracted from chondrocytes using protein extraction buffer (Beyotime, Shanghai, China). Furthermore, equal amounts of proteins were separated by SDS–PAGE and transferred to a polyvinylidene fluoride (PVDF) membrane. After blocking with 5% skimmed milk, the membrane was probed with the following primary antibodies: anti-*β*-actin (1 : 2000), anti-PI3K (1 : 1000), anti-p-PI3K (1 : 1000), anti-AKT (1 : 1000), anti-p-AKT (1 : 1000), anti-mTOR (1 : 1000), anti-p-mTOR (1 : 1000), anti-Col2 (1 : 1000), anti-Sox-9 (1 : 1000), and species-specific secondary antibodies (1 : 10000). The bands were visualized by the Odyssey imaging system (LI-COR, Lincoln, NE, USA).

### 4.5. Micromass Culture

Primary chondrocytes and BMSCs were digested when they were 80%–90% confluent and resuspended at 1 × 10^7^ cells per milliliter. For the coculture groups, chondrocytes and BMSCs were mixed at a 3 : 1 ratio. Then, the cells were plated in a 12.5 *μ*L droplet of cell suspension in the center of a 12-well plate. After the plate was placed at 37°C for 2 h, DMEM/F12 containing 10% fetal bovine serum (FBS) and 1% penicillin/streptomycin was gently added. On day 7, the micromasses were fixed with 4% paraformaldehyde and used for further analysis.

### 4.6. Alcian Blue Staining, Safranin O Staining, and Masson Staining

Chondrocytes cocultured with or without BMSCs were first fixed with 4% paraformaldehyde for 30-45 min and then stained with Alcian blue (G1027, Servicebio, Wuhan, China) and safranin O (G1053, Servicebio, Wuhan, China) to detect the extent of matrix mineralization. Quantification of Alcian blue staining was performed by measuring the absorbance at 620 nm after dissolving the stained micromass with 6 M guanidine hydrochloride solution [33]. Safranin O staining was washed out in isopropanol and incubated for 30 min with gentle agitation. Each sample was quantified as optical density in a microplate reader at 540 nm [34]. For tissue Masson staining and safranin O staining, the fixed samples were embedded for sectioning and staining.

### 4.7. Annexin V-FITC/PI Staining

An Annexin V Apoptosis Detection Kit (556547, BD, USA) was used to observe the apoptosis rates following the manufacturer's instructions. Briefly, cells were washed with cold PBS twice after the above treatments and harvested in 1X binding buffer at a concentration of 1 × 10^6^ cells/mL. Then, 100 *μ*L of the solution was transferred to a culture tube, and 5 *μ*L of FITC Annexin V and 5 *μ*L PI were added. The tubes were gently vortexed and incubated at room temperature in the dark for 15 min. Finally, 400 *μ*L of 1X binding buffer was added to each tube. Data were acquired by flow cytometry (FACSCalibur, BD) and analyzed using FlowJo software (Version 7.6.1, Treestar, USA).

### 4.8. Mitochondrial Membrane Potential Detection

The mitochondrial membrane potential was detected by a mitochondrial membrane potential assay kit with JC-1 (HY-15534, MCE, USA) following the manufacturer's instructions. Cells from each group were collected into centrifuge tubes, and JC-1 was added to a final concentration of 2 *μ*M. After being incubated at 37°C in the dark for 15-20 minutes, cells were washed with PBS twice and resuspended in 500 *μ*L PBS. Samples were analyzed on a flow cytometer (FACSCalibur, BD).

### 4.9. Measurement of Reactive Oxygen Species

ROS production was tested by using a Reactive Oxygen Species Assay Kit (S0033S, Beyotime, China) following the manufacturer's instructions. Chondrocytes in the indicated groups were collected and resuspended in diluted DCFH-DA probes. Next, the cells were incubated at 37°C in the dark for 20 minutes and washed three times with serum-free culture medium. Finally, ROS production was measured by using a microplate reader at Ex/Em 488/525.

### 4.10. RNA-Seq and Bioinformatics Analysis

Total RNA of chondrocytes cocultured with or without BMSC groups in the direct contact coculture system was extracted and converted into cDNA libraries according to previously reported methods [35], and the libraries were sequenced on the Illumina HiSeq X Ten according to the manufacturer's protocols. The reads were aligned with the TopHat program (version 2.0.11). Additionally, the FPKM values of genes were calculated, Pearson's correlation analysis was performed, and heatmaps were generated. The RNA-seq results were uploaded to the Gene Expression Omnibus (GEO) database with accession number GSE191024. In this study, differentially expressed genes (DEGs) were defined as fold changes > 1.5 and *p* < 0.05. Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses and GO analyses were further performed to interpret the biological significance of DEGs.

### 4.11. Plasmid Construction and Transfection

All plasmids (Kindlin-2, sh-NC and vector) were constructed from GenePharma (Shanghai, China). Virus packaging was performed as previously described [36–38], and titers were also tested. The cells were infected with 1 × 10^8^ lentivirus-transducing units in the presence of 5 *μ*g/mL polybrene (GenePharma, Shanghai, China). After 72 h of culture, infected cells were further selected with 2.5 *μ*g/mL puromycin. The overexpression and knockdown efficacy of Kindlin-2 was verified by qPCR and Western blotting.

### 4.12. Immunohistochemical Staining

The IHC staining was performed as previously reported [37, 38]. Briefly, the slides were blocked by incubation in 10% bovine serum albumin (BSA) followed by incubation with primary antibodies against Col1 (1 : 150) and Col2 (1 : 150). Next, the slides were washed and incubated with the corresponding HPR-conjugated secondary antibody (1 : 300). Furthermore, the proteins were marked with DAB (8059, Cell Signaling Technology, USA) and counterstained with hematoxylin. Finally, images were taken using a microscope (Axio Lab. A1, Zeiss, Heidenheim, Germany).

### 4.13. Statistical Analysis

Quantitative data are presented as the mean ± s.d. and contain at least three independent biological replicates. Unpaired two-tailed Student's *t* test was used for two-group comparisons, and one-way analysis of variance was performed for multigroup comparisons. Differences between groups were considered significant at a *p* value < 0.05.

## Figures and Tables

**Figure 1:**
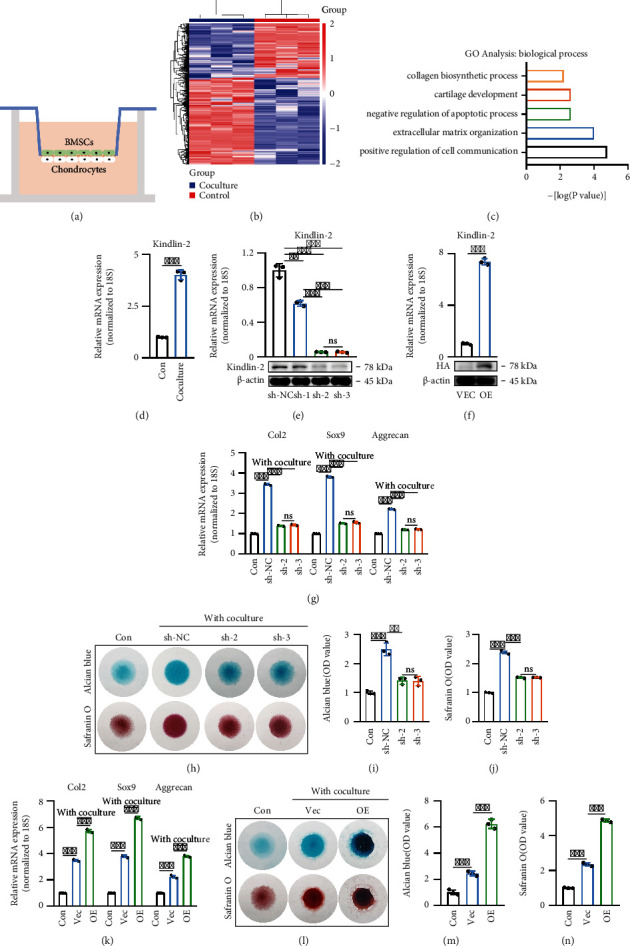
Kindlin-2 promotes chondrogenesis in the direct contact coculture system. (a) A direct contact BMSC-chondrocyte coculture system to evaluate the effects of BMSCs on chondrocytes. (b) Heatmap of DEGs of chondrocytes cocultured with or without BMSCs. Green and red colors represent low and high expression values, respectively. (c) Representative biological process (BP) categories identified in GO analyses based on upregulated DEGs in cocultured chondrocytes compared with control counterparts. (d) Expression pattern of Kindlin-2 in chondrocytes cocultured with or without BMSCs were determined using RT–qPCR. Values are expressed as mean ± s.d., ^∗∗∗^*p* < 0.001. (e) The knockdown efficiency of Kindlin-2 in chondrocytes was confirmed by qPCR and Western blotting. Values are expressed as mean ± s.d., ^∗∗^*p* < 0.01, ^∗∗∗^*p* < 0.001, ns indicates no significance. (f) Overexpression efficiency of Kindlin-2 in chondrocytes was confirmed by qPCR and Western blotting. Values are expressed as mean ± s.d., ^∗∗∗^*p* < 0.001. (g) mRNA expression levels of cartilage-specific genes (Col2, Sox-9, and Aggrecan) in chondrocytes on day 7 were detected by qPCR in different groups. 18S was used as an internal control. Values are expressed as mean ± s.d., ^∗∗^*p* < 0.01, ns indicates no significance. (h) In a direct contact coculture system for 7 days, knockdown of Kindlin-2 attenuated the regulation of BMSCs on chondrocyte ECM secretion, as indicated by Alcian blue staining and safranin O staining. Chondrocytes without coculture were used as the control (Con) group. (i, j) Quantitative evaluation of Alcian blue staining results (i) and safranin O staining results (j) on day 7. Values are expressed as mean ± s.d., ^∗∗^*p* < 0.01, ^∗∗∗^*p* < 0.001, ns indicates no significance. (k) mRNA expression levels of Col2, Sox-9, and Aggrecan in chondrocytes on day 7 by qPCR in different groups. 18 s was used as an internal control. Values are expressed as mean ± s.d., ^∗∗∗^*p* < 0.001, ns indicates no significance. (l) In the direct contact coculture system, Kindlin-2-overexpressing chondrocytes enhanced chondrogenic ability on day 7, as revealed by Alcian staining and safranin O staining. Chondrocytes cultured alone were set as the Con group. Vec: vector group; OE: overexpression group. (m, n) Quantitative analyses of Alcian staining results (m) and safranin O staining results (n) on day 7 were performed. Values are expressed as mean ± s.d., ^∗∗∗^*p* < 0.001.

**Figure 2:**
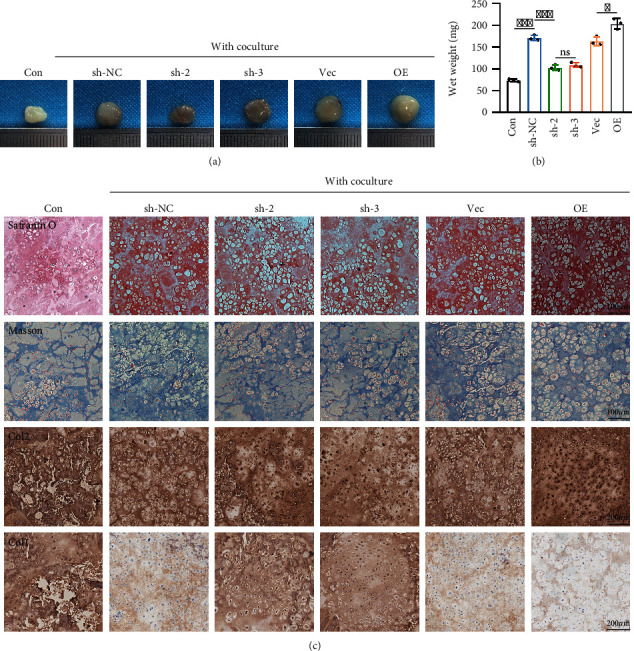
*In vivo* cartilage regeneration in nude mice. (a) Gross morphology examination after hydrogels were injected subcutaneously into nude mice for 4 weeks. (b) Implants containing Kindlin-2 overexpression or knockdown chondrocytes cocultured with BMSCs were analyzed by wet weight. Values are expressed as mean ± s.d., ^∗^*p* < 0.05, ^∗∗∗^*p* < 0.001, ns indicates no significance. (c) Implants containing Kindlin-2 overexpression or knockdown chondrocytes cocultured with BMSCs were analyzed by Safranin O, Masson, collagen I, and collagen II staining confirmed by histological examination and immunohistochemical staining.

**Figure 3:**
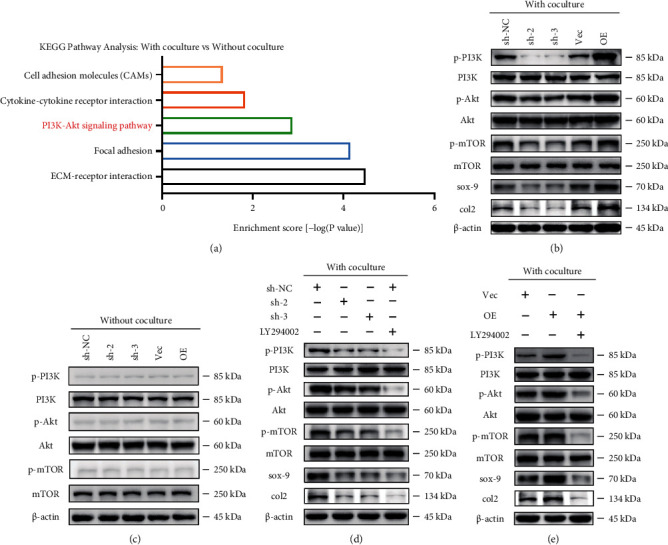
Potential regulatory role of chondrocyte Kindlin-2 in PI3K/AKT/mTOR signaling in the direct contact coculture system. (a) Representative upregulated KEGG pathway categories affected by coculturing with BMSCs. (b) Altered protein expression levels of p-PI3K/PI3K, p-AKT/AKT, p-mTOR/mTOR, Col2, and aggrecan were detected using Western blotting in Kindlin-2 knockdown and overexpression chondrocytes in the direct contact coculture system. (c) Immunoblot images showing the effect of Kindlin-2 knockdown or overexpression on the expression of p-PI3K/PI3K, p-AKT/AKT, and p-mTOR/mTOR in chondrocytes without coculturing. (d) Protein expression levels of p-PI3K/PI3K, p-AKT/AKT, p-mTOR/mTOR, Col2, and aggrecan were detected using Western blotting in Kindlin-2 knockdown and overexpression chondrocytes in the direct contact coculture system or Kindlin-2 sh-NC chondrocytes treated with LY294002 (an inhibitor of PI3K) before coculture. (e) Protein expression levels of p-PI3K/PI3K, p-AKT/AKT, p-mTOR/mTOR, Col2, and aggrecan were detected using Western blotting in Kindlin-2 knockdown and overexpression chondrocytes in the direct contact coculture system or Kindlin-2 overexpression chondrocytes treated with LY294002 (an inhibitor of PI3K) before coculture.

**Figure 4:**
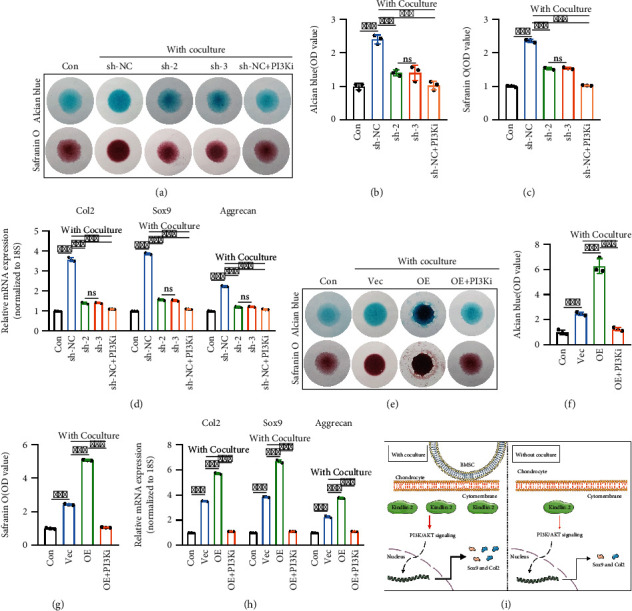
Kindlin-2-mediated PI3K/AKT/mTOR signaling pathway in chondrocytes is essential for chondrogenesis. (a–c) In the direct contact coculture system, knockdown of Kindlin-2 or inhibition of PI3K/AKT/mTOR signaling in chondrocytes reduced cartilage matrix formation, as observed by Alcian blue staining and safranin O staining (a). Quantitative evaluation of Alcian blue staining results (b) and safranin O staining results (c) on day 7 was performed. Chondrocytes without coculture were used as the Con group. Values are expressed as mean ± s.d., ^∗∗∗^*p* < 0.001, ns indicates no significance. (d) mRNA expression levels of cartilage-specific genes (Col2, Sox-9, and Aggrecan) in chondrocytes on day 7 were detected by qPCR in different groups. 18S was used as an internal control. Values are expressed as mean ± s.d., ^∗∗∗^*p* < 0.001, ns indicates no significance. (e–g) Inhibition of PI3K/AKT/mTOR signaling in Kindlin-2 OE chondrocytes in the direct contact coculture system decreased cartilage matrix formation, as observed by Alcian blue staining and safranin O staining (e). Quantitative evaluation of Alcian blue staining results (f) and safranin O staining results (g) on day 7 was performed. Values are expressed as mean ± s.d., ^∗∗∗^*p* < 0.001. (h) mRNA expression levels of cartilage-specific genes (Col2, Sox-9, and Aggrecan) in chondrocytes on day 7 were detected by qPCR in different groups. 18S was used as an internal control. Values are expressed as mean ± s.d., ^∗∗∗^*p* < 0.001. (i) Schematic of the functional consequences and specific mechanism of chondrocytes cocultured with BMSCs in the direct contact coculture system.

**Figure 5:**
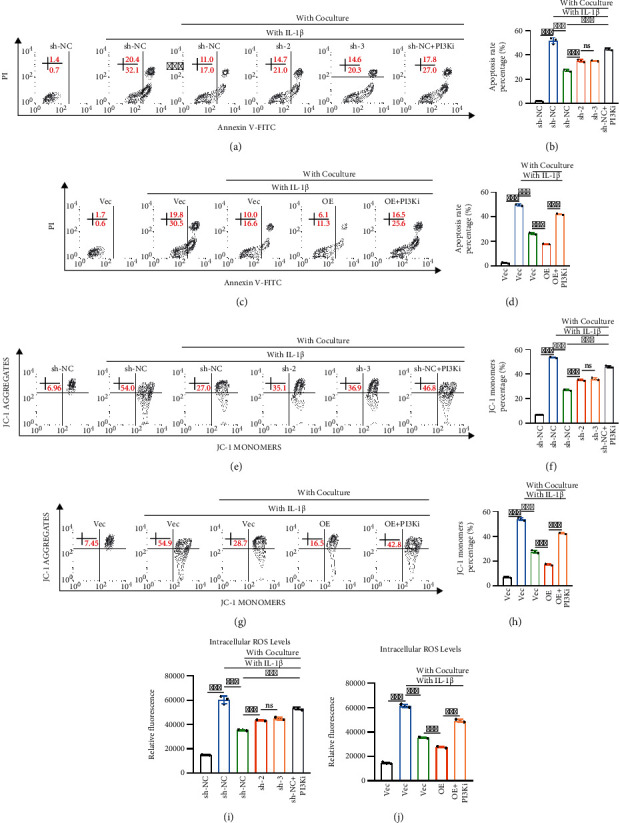
Kindlin-2-mediated PI3K/AKT pathway protects chondrocytes against IL­1beta-induced inflammation. (a, b) Knockdown of Kindlin-2 or inhibition of PI3K/AKT/mTOR signaling in chondrocytes increased IL-1beta-induced chondrocyte apoptosis, as detected by Annexin V-FITC/PI staining and flow cytometry. Quantitative evaluation of Annexin V-FITC/PI staining results was performed. Values are expressed as mean ± s.d., ^∗∗∗^*p* < 0.001, ns indicates no significance. (c, d) Inhibition of PI3K/AKT/mTOR signaling in Kindlin-2 OE chondrocytes in the direct contact coculture system increased IL-1beta-induced chondrocyte apoptosis, as detected by Annexin V-FITC/PI staining and flow cytometry. Quantitative evaluation of Annexin V-FITC/PI staining results was performed. Values are expressed as mean ± s.d., ^∗∗∗^*p* < 0.001. (e, f) Knockdown of Kindlin-2 or inhibition of PI3K/AKT/mTOR signaling in chondrocytes further reduced mitochondrial membrane potential induced by IL-1beta, as detected by JC-1 dye and flow cytometry. Quantitative evaluation of the percentage of collapsed mitochondrial membrane potential is expressed as mean ± s.d., ^∗∗∗^*p* < 0.001, ns indicates no significance. (g, h) Inhibition of PI3K/AKT/mTOR signaling in Kindlin-2 OE chondrocytes in the direct contact coculture system reduced the mitochondrial membrane potential induced by IL-1beta, as detected by JC-1 dye and flow cytometry. Quantitative evaluation of the percentage of collapsed mitochondrial membrane potential is expressed as mean ± s.d., ^∗∗∗^*p* < 0.001. (i) Knockdown of Kindlin-2 or inhibition of PI3K/AKT/mTOR signaling in chondrocytes increased ROS levels induced by IL-1beta, as determined by DCHDA assay. Values are expressed as mean ± s.d., ^∗∗∗^*p* < 0.001, ns indicates no significance. (j) Inhibition of PI3K/AKT/mTOR signaling in Kindlin-2 OE chondrocytes in the direct contact coculture system increased ROS levels induced by IL-1beta, as determined by DCHDA assay. Values are expressed as mean ± s.d., ^∗∗∗^*p* < 0.001.

## Data Availability

The RNA-seq results were uploaded to the Gene Expression Omnibus (GEO) database with accession number GSE191024.

# Supplementary material for: Kindlin-2 Promotes Chondrogenesis and Ameliorates IL-1beta-Induced Inflammation in Chondrocytes Cocultured with BMSCs in the Direct Contact Coculture System
**Source:** Oxid Med Cell Longev. 2022 Apr 12;2022:3156245. doi: 10.1155/2022/3156245
**Supplement:** Supplementary Materials — Supplementary Figure 1: Kindlin-2 mediates PI3K/AKT/mTOR signaling pathway in chondrocytes. (A) Overexpression efficiency of PI3K in chondrocytes was confirmed by qPCR and Western blotting. Values are expressed as mean ± s.d., ∗∗∗p < 0.001. (b) Immunoblot images showing the effect of Kindlin-2 knockdown on the expression of p-PI3K/PI3K, p-AKT/AKT, and p-mTOR/mTOR in PI3K overexpressed chondrocytes in the direct contact coculture system. (c) The knockdown efficiency of PI3K in chondrocytes was confirmed by qPCR and Western blotting. Values are expressed as mean ± s.d., ∗∗∗p < 0.001, ns indicates no significance. (d) Immunoblot images showing the effect of Kindlin-2 overexpression on the expression of p-PI3K/PI3K, p-AKT/AKT, and p-mTOR/mTOR in PI3K knockdown chondrocytes in the direct contact coculture system.

**Kindlin-2 promotes chondrogenesis and ameliorates IL-1beta-induced inflammation in chondrocytes cocultured with BMSCs** **in the direct contact coculture system**

Zhefeng Chen^1,^^*^, Kai Shen^1,*^, Ziyang Zheng^1,*^, Jinchun Zhou^1,*^, Shujie Zhao^1^, Huanghe Song^1^, Jiuxiang Liu^1^, Xuan Zhao^1^, Feng Liu^1,#^, Qiang Zuo^1,#^

Feng Liu: ; Qiang Zuo: 

^*^These authors contributed equally to this work.

**Supplementary material**

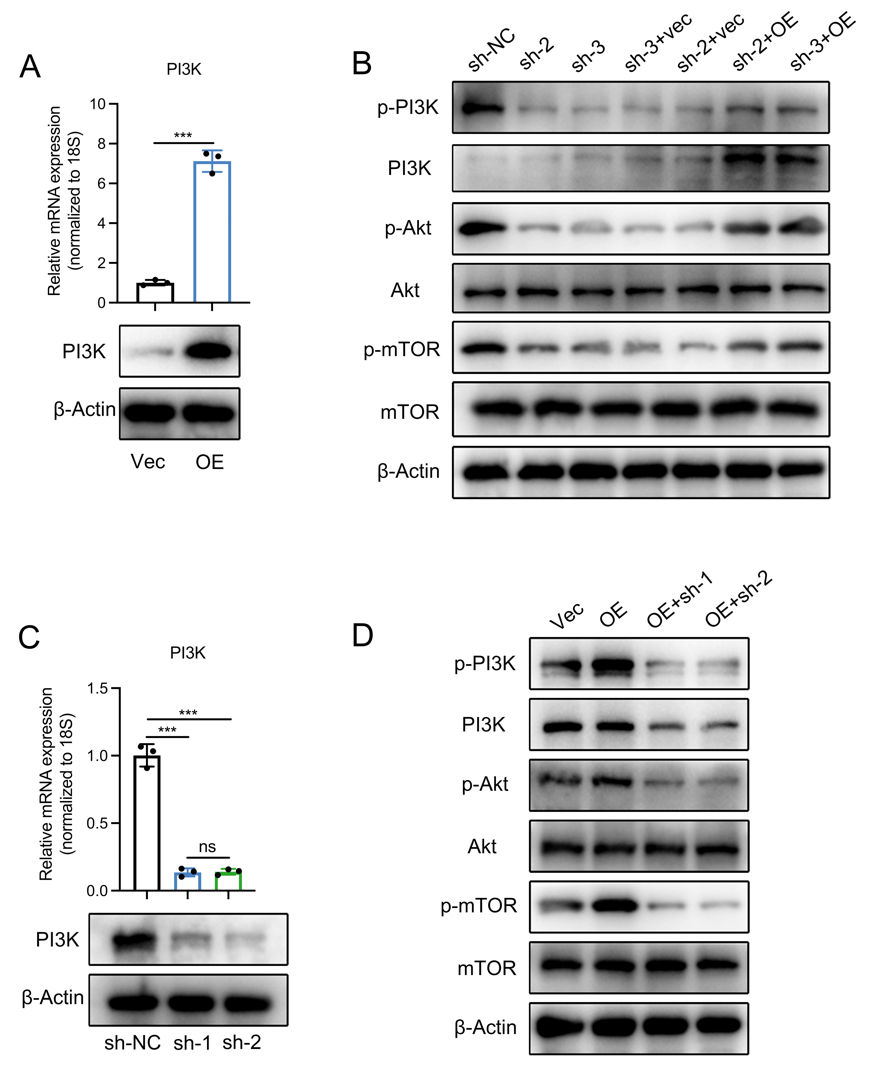

**Supplementary Figure 1. Kindlin-2 mediates PI3K/AKT/mTOR signaling pathway in chondrocytes.**

(A) Overexpression efficiency of PI3K in chondrocytes was confirmed by qPCR and Western blotting. Values are expressed as mean ± s.d., ***p < 0.001.

(B) Immunoblot images showing the effect of Kindlin-2 knockdown on the expression of p-PI3K/PI3K, p-AKT/AKT, and p-mTOR/mTOR in PI3K overexpressed chondrocytes in the direct contact coculture system.

(C) The knockdown efficiency of PI3K in chondrocytes was confirmed by qPCR and Western blotting. Values are expressed as mean ± s.d., ***p < 0.001, ns indicates no significance.

(D) Immunoblot images showing the effect of Kindlin-2 overexpression on the expression of p-PI3K/PI3K, p-AKT/AKT, and p-mTOR/mTOR in PI3K knockdown chondrocytes in the direct contact coculture system.

How the deposited data were processed for this re-analysis (not part of the article)

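RNA-seq of 3 control samples (chondrocytes cultured alone) and 3 coculture samples (chondrocytes cocultured with BMSCs, 3 chondrocytes per BMSC for 7 days) was analysed, and these are all of the study's sequenced samples. Samples were assigned to groups and replicates by their labels. The authors aligned the reads with TopHat 2.0.11. The paper's text does not name the build, the annotation, the counting program or the normalization. The deposited table gives log2 of the normalized count plus 1 for 27122 genes and 6 samples, the authors' group means of these log2 values, their log2 fold change and their p-values with FDR. The analysis plan had taken the values to be FPKM, as the paper's methods name FPKM. The values instead are whole multiples of one step per sample (100% in each sample, within a tolerance of 0.05). They were therefore taken as counts scaled by one factor per sample, with one step as 1 read. No scaling for gene length was assumed. Read numbers are recovered only up to a common factor per sample. The plan's limma test was applied to these log2 values, with a limit of 10 normalized counts in place of the planned FPKM limit, and the stricter limit was 50. The values are normalized and not raw counts.

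Depth was 30587960 to 32894633 recovered reads in the control group and 28060948 to 31589065 in the coculture group. Of the listed genes, 1119 have no symbol and 32 symbols are listed more than once; for a repeated symbol the entry with the highest mean was used. Coordinates, overlaps between the exons of genes and shared 50-base stretches of transcripts came from GENCODE mouse release M21 on GRCm38. The file names no build, and 27074 of its identifiers (99.8%) are in that release. A gene with at most 3 reads in every sample of a group was taken as at the limit of detection, and its fold change is given as a lower bound. Limits of detection cover counting error only, since the reads carry no molecular identifiers.

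The groups were compared gene by gene with limma 3.58.1 (lmFit and eBayes with a trend, two-sided, no covariate) in R 4.3.3 on the 16091 genes with a mean of at least 10 normalized counts over the 6 samples. Genes were called by the paper's definition (unadjusted p under 0.05 and a fold change above 1.5 in either direction) and at a Benjamini-Hochberg adjusted p under 0.05. For single genes an exact permutation test was run, whose smallest two-sided p is 0.10. Lists of genes were tested with limma's camera (preset correlation 0.01, at least 3 members tested), with Benjamini-Hochberg adjustment within each family of lists. The lists for the paper's categories form one family. The lists for chondrocyte, hypertrophic, fibroblastic, bone marrow stromal, osteoblast, adipocyte, hematopoietic, neutrophil, erythroid, endothelial and skeletal muscle markers and for proliferation, interleukin-1, interferon, hypoxia with glycolysis and antioxidant responses form another, 14 Reactome sets form their own family, and so does a pair of lists of ERK target genes, added after the data were seen. Over-representation of the paper's categories among DEGs was tested with Fisher's exact test (one-sided) and was added after the data were seen. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the other steps.

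Genes are named in the text by a rule set in the plan: every gene that the paper names, the kindlin family with integrin activators, the 10 largest rises and the 10 largest falls among genes past an adjusted p of 0.05 whose groups do not overlap, and in each list the 3 members with the highest mean and the 3 with the smallest p. Some genes that this rule selects are not reported here. Acan, Fermt1 and other list members without an entry were not analysed here, and Fgf1, Igf1 and Il1b were below the count limit.

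The alternatives set in the plan were a pseudocount of 0.1, no filter on low counts, the stricter filter, median-ratio scaling, quantile normalization, eBayes without a trend, an unmoderated linear model, the replicate number as a block, each of the 6 samples left out in turn, repeated symbols summed, a fold change above 2, camera with an estimated correlation, and fry. Limma's voom on the recovered reads, scaling by each sample's total of recovered reads, a correction of each sample for GC content and transcript length (splines with 5 degrees of freedom), over-representation with the calls of the authors' deposited table, and the ERK list with only the members in no other list were added after the data were seen. Under the unmoderated linear model the lists were tested with limma's cameraPR on that model's t statistics, at the same preset correlation. All other splits of the samples into 3 and 3 were also compared. The procedure was tested on simulated data with 200 changed genes among 16118, of which 199 (99.5%) were recovered with 7 other genes called (3.40% of the calls). Camera called 0 of 200 lists of unchanged genes and called a list of changed genes. The simulated genes were drawn independently of each other, so this does not show how often camera calls lists of correlated genes. Far fewer genes were changed in the simulation than the 6227 called in the data.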

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

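The test of sample scaling for the proliferation markers was chosen only after the result was seen. The results below are in genes and gene lists that the paper does not discuss, and they stood above the level in the control samples.

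The 21 proliferation markers had a median log2 fold change of 0.50, with 18 upregulated and 0 downregulated at an adjusted p under 0.05, and camera gave an adjusted p of 1.1e-08. Mki67 rose by 0.48, Top2a by 0.36 and Cdc20 by 0.84 on the log2 scale. All 21 markers are expressed in the control group and 1 is also in another list. Scaling of the samples and GC content argue against a technical origin of the whole rise: the smallest median over 3 other scalings was 0.50, and the median after the correction for GC content and transcript length was 0.54. With an estimated correlation the adjusted p was 0.0331, in a range of 3.86e-12 to 0.0331 over the alternatives. RNA of the BMSCs stays open. At 1 BMSC per 3 chondrocytes, BMSCs would need 2.65 times the control level of these genes, and as no BMSC culture was analysed here, dividing BMSCs and faster division of the cocultured chondrocytes cannot be told apart.

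Of the published Reactome sets, Cell Cycle, Mitotic had a median of 0.13 over 383 members (151 upregulated and 47 downregulated, adjusted p = 8.08e-06), Respiratory electron transport 0.18 over 75 members (40 and 1, adjusted p = 1.39e-06) and Cholesterol biosynthesis 0.26 over 22 members (11 and 1, adjusted p = 0.00138). Cox6a1 rose by 0.98. These calls were lost with an estimated correlation (adjusted p = 0.112, 0.153 and 0.153), and over all alternatives the adjusted p ranged from 1.12e-07 to 0.112, from 6.95e-09 to 0.153 and from 8.31e-05 to 0.153. The medians kept their direction in every scaling and correction, at 0.13 to 0.17, 0.16 to 0.21 and 0.23 to 0.29, which argues against the scaling and GC content as the whole cause. The share of BMSC RNA in these sets stays open, as for the proliferation markers.

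The 10 largest rises were all in genes with few reads. Gm2042 (log2 fold change 5.13) had 0 reads in every control sample and was at least 11.9-fold higher in the coculture group, and Ugt1a10 (3.47) was at least 9.67-fold higher. The others were Gm26920 (4.71), Oog1 (3.43), Gm10436 (3.31), Dach2 (3.18), Gm20695 (3.08), Mir5117 (3.03), E030037K01Rik (2.98) and Crocc2 (2.96). Reads shared with other genes could contribute in 8 of them: 90.3% of the 50-base stretches of Gm2042, 88.6% of Oog1, 64.1% of Gm10436, 66.2% of Ugt1a10, 94.9% of Gm20695, 72.9% of Gm26920 and 100% of Mir5117 occur in other genes, and 38.0% of the exon bases of E030037K01Rik overlap another gene. Dach2 and Crocc2 share no sequence (0%), but their calls were not stable: that of Dach2 (adjusted p = 0.0451) was lost in 9 alternatives (0.0104 to 0.158) and that of Crocc2 (adjusted p = 0.0354) in 8 (0.0172 to 0.126). The calls of Mir5117 and E030037K01Rik were each lost in 8 alternatives (adjusted p from 0.00183 to 0.132 and from 0.00985 to 0.111), that of Oog1 in 5 (0.00704 to 0.1), that of Ugt1a10 in 3 (0.00295 to 0.0543) and that of Gm26920 in 1 (0.00139 to 0.0682). With each sample left out in turn, the log2 fold change of Dach2 was 1.88 to 4.04 and that of Crocc2 1.90 to 3.55. No biological explanation of these 10 genes was tested.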

How the results depend on the processing

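The tests of over-representation, voom, scaling by library total and the correction for GC content and transcript length were chosen only after the data were seen. Of 182 results, 113 kept their direction and their side of the threshold under every alternative run, and 3182 of 3385 values under alternatives did so. The log2 fold change of Fermt2 was 2.34 to 2.44 in all of them. The number of genes at an adjusted p under 0.05 was 5051 to 6342 (6227 with the settings of the plan), and 5161 to 5728 across the 6 fits that each left out one sample. Scaling moved the median of all genes by at most 0.03 (log2), under quantile normalization and the GC content and length correction. The cause was not tested for any change below, unless it is named.

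The number of DEGs by the paper's definition was 1950 to 3082 in every alternative but the higher fold limit, which gave 989 genes (362 upregulated and 627 downregulated) by its construction. Among single genes near 0, the direction reversed under quantile normalization for Akt1 (0.0098), P4hb (-0.045) and Sox5 (0.039), under scaling by library total for Sox5 (0.0033), and under the GC content and length correction for Bgn (0.016), Pdgfrb (0.036), Csf1 (0.025), Runx2 (0.0093) and Sox5 (0.092). Among the lists, the median reversed with the stricter filter for extracellular matrix organization (-0.013), chondrocyte markers (-0.014), hypertrophic chondrocyte markers (-0.11), bone marrow stromal cell markers (0.015) and endothelial markers (-0.11), and with no filter for ECM-receptor interaction (-0.053), hypertrophic chondrocyte markers (-0.11) and endothelial markers (-0.32). It also reversed under the GC content and length correction for bone marrow stromal cell markers (0.051) and Reactome Apoptosis (0.0019), and under quantile normalization for Reactome Apoptosis (0.0088).

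Fry, which asks a different question from camera, called cartilage development (-0.088), extracellular matrix organization (0.018), ECM-receptor interaction (0.15) and cytokine-cytokine receptor interaction (-0.10) at an unchanged median. These medians are those of the settings of the plan, and the direction of fry's calls was not kept. With an estimated correlation camera no longer called focal adhesion (-0.17), the PI3K/AKT/mTOR core (-0.14), the PI3K-AKT growth factors (-0.37), cell adhesion molecules (-0.28) and negative regulation of apoptosis (-0.16). The call for focal adhesion was further lost with the stricter filter (-0.18), median-ratio scaling (-0.17), quantile normalization (-0.12), eBayes without a trend (-0.17), the unmoderated model (-0.17), scaling by library total (-0.15) and the GC content and length correction (-0.069). The core was also no longer called under the unmoderated model (-0.14) and the GC content and length correction (-0.062).

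For over-representation the value is -log10 of the unadjusted p. Past a p of 0.05 came collagen biosynthesis among upregulated genes with a fold change above 2 (1.57) and with the authors' calls (1.35), the core among downregulated genes with no filter (2.73) and the authors' calls (2.56), cytokine-cytokine receptor interaction among downregulated genes with the authors' calls (1.75), focal adhesion with ECM-receptor genes among upregulated genes with no filter (1.68), the stricter filter (1.57), quantile normalization (1.39), the GC content and length correction (1.82) and the authors' calls (2.23), and among downregulated genes with a fold change above 2 (2.02) and the authors' calls (1.79). The PI3K-AKT pathway as a whole passed among upregulated genes with no filter (1.97), the stricter filter (1.41), the unmoderated model (1.39) and the authors' calls (2.54). No longer past it were cartilage development among downregulated genes (0.887) and ECM-receptor interaction among upregulated genes (0.881) with a fold change above 2, and extracellular matrix organization among downregulated genes (1.19) and cytokine-cytokine receptor interaction among upregulated genes (1.10) after the GC content and length correction. The setting with the authors' calls changes 2 things together, the calls and the background, which becomes all 27122 listed genes.

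Across the 6 fits that each left out one sample, the value went from -0.010 to 0.041 for extracellular matrix organization (below 0 without control replicate 1 or 2), from -0.18 to -0.14 for focal adhesion, from -0.016 to 0.11 for Ilk, from -0.15 to 0.18 for Pdgfb, from -0.064 to 0.0068 for Bgn, from -0.048 to 0.48 for Serpinh1 (-0.048 without control replicate 1), from -0.032 to 0.0021 for Sox5, from -0.31 to 0.55 for Alas2, from -0.083 to 0.028 for bone marrow stromal cell markers and from -0.030 to 0.26 for endothelial markers. For over-representation among upregulated genes it went from 0.907 to 1.50 for collagen biosynthesis (1.50 without coculture replicate 1), from 1.11 to 3.15 for ECM-receptor interaction (1.11 without control replicate 3, 3.15 without coculture replicate 2), from 1.10 to 2.38 for cytokine-cytokine receptor interaction, from 0.893 to 1.87 for focal adhesion with ECM-receptor genes and from 0.752 to 2.03 for the PI3K-AKT pathway as a whole (the lowest of these 3 without control replicate 3 and the highest without coculture replicate 2). Among downregulated genes it went from 0.461 to 1.50 for the core (1.50 without control replicate 1) and from 0.681 to 1.35 for cytokine-cytokine receptor interaction (1.35 without control replicate 3). Among single genes other than Fermt2, cell type and state lists and Reactome sets, and counting the changes named elsewhere, 84 values were no longer past the threshold and 25 newly past it, with the same direction.

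With replicate number as a block, 2481 genes were called by the paper's definition and 5752 at the adjusted p. The replicate numbers do not pair the samples, as the deviations of equally numbered control and coculture samples from their group means correlated at 0.0236, 0.0364 and 0.0364 across genes, which are not independent replicates. The edgeR and DESeq2 tests, planned for the case of raw counts, were not run, because the deposited values are normalized. With the stricter filter, the genes with a mean under 50 normalized counts, Col2a1 and the 10 largest rises among them, give no value. Low counts limit the results for Col2a1, at 14.0 to 33.5 normalized counts. They also limit those for genes at the limit of detection, whose fold changes are bounds only.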

Differences from the paper's values

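The over-representation tests compared here were chosen after the values of the list tests were seen. Values of the paper are read by eye from bar charts whose axis gives no log base, so each value of the re-analysis is given as -log10 of p and on the natural log scale. On the natural log scale 4 of the 9 categories lie within 1.5 times of the paper's values and on the log10 scale 1 does, cytokine-cytokine receptor interaction, so a change of base does not bring the series together. Whether an alternative closed a gap was judged on the log10 scale, unless the natural log scale is named. The members of the authors' categories are not given in the paper's text, and the hand-written lists stand in for them. Such a p also depends on the numbers of members, DEGs and background genes. Here 1061 genes were upregulated DEGs, and the authors' deposited values give 1228. A gap, or its closing, therefore does not by itself show a difference or a match in the expression of a category.

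For cartilage development among upregulated genes the value was 0.634 (1.46 on the natural log scale) and the paper's is about 2.6 in Fig. 1(c). For extracellular matrix organization it was 0.351 (0.808), and the paper's is about 4.0 in Fig. 1(c). For negative regulation of apoptosis it was 0.0591 (0.136), and the paper's is about 2.6 in Fig. 1(c). On the log10 scale none of the alternatives set before the data were examined closed these gaps. On the natural log scale cartilage development came within 1.5 times of the paper's value with no filter and with a fold change above 2. Their values as -log10 of p were 0.821 and 0.990. Extracellular matrix organization and negative regulation of apoptosis did not come within that limit on either scale. For collagen biosynthesis the value was 0.918 (2.11), and the paper's is about 2.2 in Fig. 1(c). With a fold change above 2 (1.57) or without coculture replicate 1 (1.50) it lay within 1.5 times of the paper's value, and the other alternatives set before the data were examined did not close the gap. Its members were also over-represented without coculture replicate 2 (1.46) and, with the authors' calls, a setting chosen after seeing the values, at 1.35.

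For ECM-receptor interaction the value was 1.98 (4.56 on the natural log scale), and the paper's is about 4.5 in Fig. 3(a). Without control replicate 2 (3.05) or coculture replicate 2 (3.15) the gap closed, and with the other alternatives set before the data were examined it did not. For focal adhesion with ECM-receptor genes it was 1.16 (2.68), and the paper's is about 4.1 in Fig. 3(a). On the log10 scale no alternative set before the data were examined closed this gap. The category was nevertheless over-represented (p under 0.05) with no filter (1.68), the stricter filter (1.57) and quantile normalization (1.39). It was also over-represented without control replicate 1 (1.56), control replicate 2 (1.77), coculture replicate 1 (1.33), coculture replicate 2 (1.87) or coculture replicate 3 (1.72). On the natural log scale each of these alternatives brought it within 1.5 times of the paper's value. With settings chosen after seeing the values, the category was over-represented after the GC content and length correction (1.82) and with the authors' calls (2.23). For the PI3K-AKT pathway it was 1.15 (2.66), and the paper's is about 2.9 in Fig. 3(a). With no filter (1.97) and without coculture replicate 2 (2.03) the value lay within 1.5 times of the paper's, and with the other alternatives set before the data were examined it did not. The pathway was over-represented among upregulated genes, at other values, with the stricter filter (1.41), the unmoderated linear model (1.39) and without control replicate 1 (1.52), control replicate 2 (1.63), coculture replicate 1 (1.62) or coculture replicate 3 (1.71). With the calls of the authors' deposited table, a setting chosen after seeing the values, it was 2.54, which is within 1.5 times of the paper's, and with the same calls it was 12.7 among downregulated genes. For cell adhesion molecules the value was 0.762 (1.75), and the paper's is about 1.3 in Fig. 3(a). The gap closed under the unmoderated linear model (0.933), with replicate number as a block (1.18) and without control replicate 1 (1.19), control replicate 2 (1.14), coculture replicate 2 (1.19) or coculture replicate 3 (1.28), and not with the other alternatives set before the data were examined. Among downregulated genes the value of this category was 4.52.

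The paper describes cartilage development and extracellular matrix organization as increased in cocultured chondrocytes, whereas the median log2 fold changes here were -0.088 and 0.018 and camera called neither. It describes the PI3K/AKT pathway as activated and its genes as higher in the coculture group. The activation also rests on the paper's Western blots of phosphorylated PI3K, AKT and mTOR, which RNA levels do not measure. Here the core list had a median of -0.14 and the growth factor list -0.37, and 45 members of the pathway were downregulated DEGs against 20 upregulated. The third part, ECM-receptor interaction, had a median of 0.15, with 20 members in each direction. After the GC content and length correction the core's median was -0.062 and camera no longer called it (adjusted p = 0.114). The paper's figure shows negative regulation of apoptosis among upregulated categories, and the list's median here was -0.16. The paper presents Sox9 as a matrix-synthesis gene that rises when chondrocytes are cocultured with BMSCs, and in the deposited RNA-seq values Sox9 had a log2 fold change of -0.69.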

Other observations

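The tests of scaling and overlap for Fermt2, of abundant genes, of scaling and BMSC RNA for Sox9, of hematopoietic markers, of genes that jump between replicates and of repeated sequencing were chosen only after the result was seen. Tests that rest on the share of BMSCs take the seeded ratio, 25% BMSCs, with equal RNA per cell and an unchanged ratio over 7 days.

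The rise of Fermt2 was 2.38 or more under 3 other scalings and 2.44 after the correction for GC content and transcript length, and 0% of its exon bases or 50-base stretches are shared with another gene, which argues against these as its cause. RNA of the BMSCs stays open. At 1 BMSC per 3 chondrocytes, BMSCs would need 17.7 times the control level of Fermt2 to give the coculture value without a change in chondrocytes, and no BMSC culture was analysed here. A rise in chondrocytes and a high level in BMSCs cannot be told apart for Fermt2.

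Sox9 stayed lower in the coculture group under 3 other scalings (log2 fold change nearest 0, -0.64) and after the GC content and length correction (-0.59). Dilution by BMSCs that lack Sox9 would leave 0.75 of the control level, and the highest coculture sample was at 0.658 of the lowest control sample, so dilution at this ratio does not account for the whole fall. Among the 6436 genes with a control mean of at least 1000 normalized counts, 584 had every coculture sample below 0.75 of every control sample, against 0 to 5 genes in the other splits of the samples, and 583 of the 584 (9.06% of the abundant genes) also had an adjusted p under 0.05, so dilution is not the whole cause of these falls either. A change of expression in one or both cell types is a hypothesis for these genes, and a larger share of BMSCs than was seeded stays open.

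The median of the PI3K/AKT/mTOR core list was -0.11 or lower under 3 other scalings, which argues against the scaling. After the correction for GC content and transcript length it was -0.062 and no longer past the threshold of camera, so a GC content or length bias may account for the call. The published Reactome set PI3K AKT activation had a median of -0.21 over 63 members (4 upregulated and 25 downregulated, adjusted p = 0.00138), and it was -0.11 after the same correction. With an estimated correlation this call was lost (adjusted p = 0.138, in a range of 0.000461 to 0.138 over the alternatives).

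Several of the largest falls, such as Dusp4 (log2 fold change -3.57), Dusp6 (-1.97), Ereg and Areg, are in genes that ERK signaling induces, and lower output of ERK signaling in the coculture group was put forward as a hypothesis. The 7 genes it was drawn from had a median of -2.31 (7 of 7 downregulated, camera adjusted p = 6.18e-07), which is no test. A list of 20 other ERK target genes, of which 5 are members of other lists that had already been tested, had 17 members tested, a median of -1.01, 16 downregulated and 0 upregulated, and an adjusted p of 2.48e-10 (0.00454 with an estimated correlation). Spred1 fell by 1.12, Spred2 by 1.08, Etv5 by 1.78 and Ier3 by 0.81. Of the 20 genes, 17 are expressed in the control group. With only the 15 members that no other list holds, an alternative added after the result was seen, 13 were tested, with a median of -1.12, 13 downregulated and 0 upregulated, and an adjusted p of 1.02e-08 (0.00682 with an estimated correlation). The median was -0.98 or lower under 3 other scalings and -0.93 after the GC content and length correction, and the median ratio of the highest coculture to the lowest control sample was 0.568, below the dilution to 0.75. These values are consistent with lower transcription of ERK target genes in the coculture group. Phosphorylation of ERK was not measured, and the hypothesis was found in the same samples.

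RNA of hematopoietic cells brought in with the BMSCs would raise their markers. The 6 macrophage and hematopoietic markers tested (of 24, of which 5 are in another list) had a median of -1.40, with 4 downregulated and 0 upregulated, which argues against it. With no filter on low counts the median was nearer 0, at -0.67. Camera did not call the list (adjusted p = 0.129). Cd14 went from 290 ± 15.9 to 147 ± 28.0 normalized counts, Itgb2 from 201 ± 4.06 to 58.6 ± 19.0 and Cd68 from 168 ± 31.3 to 45.0 ± 11.1 (SD, n = 3 each).

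The other lists of cell markers were not called by camera. The 19 bone marrow stromal cell markers tested had a median of -0.04 (4 upregulated and 5 downregulated, adjusted p = 0.962). Of the 23 listed, 19 are expressed in the control group and 15 are in another list, so the list does not separate BMSCs from these chondrocytes. Its most abundant genes went from 27266 to 43388 normalized counts (Cxcl12), from 18039 to 27835 (Prrx1) and from 9904 to 9490 (Pdgfrb). Chondrocyte markers had a median of 0.22 over 10 members (2 upregulated and 2 downregulated, adjusted p = 0.962), and among them Prg4 had a log2 fold change of -3.57. Hypertrophic markers had a median of 0.047 over 6 members (adjusted p = 0.805), fibroblastic markers 0.25 over 9 (5 upregulated and 2 downregulated, adjusted p = 0.517), osteoblast markers 0.22 over 8 (adjusted p = 0.888), adipocyte markers -0.69 over 5 (adjusted p = 0.805) and endothelial markers 0.12 over 4 (adjusted p = 0.962). Members expressed in the control group numbered 10 of 22, 5 of 10, 9 of 12, 8 of 14, 5 of 12 and 4 of 12, and members held by another list 9, 8, 7, 5, 2 and 7. Alpl, a hypertrophic and osteoblast marker, rose by 2.78 on the log2 scale, from 19.6 ± 8.33 to 131 ± 7.35 normalized counts (SD, n = 3 each). Neutrophil (-0.20), erythroid (0.11) and skeletal muscle markers (-0.77) had 1 member tested each. Xist had 53.3 to 82.7 normalized counts per sample and did not differ (log2 fold change 0.28, adjusted p = 0.34).

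The interleukin-1 and catabolic response list had a median of 0.37 over 20 members (7 upregulated and 5 downregulated, adjusted p = 0.346). Ccl5 rose by 1.76 and Nos2 by 0.84, and Ptgs2 fell by 0.92. The interferon response list had a median of -0.66 over 16 members (1 upregulated and 8 downregulated, adjusted p = 0.129), hypoxia and glycolysis 0.11 over 20 (8 and 4, adjusted p = 0.0713) and antioxidant response -0.12 over 17 (2 and 6, adjusted p = 0.345). None of these lists passed the correction under camera with the settings of the plan. Hypoxia and glycolysis passed it with no filter (adjusted p = 0.0383), under the unmoderated linear model (0.0131), without coculture replicate 3 (0.0355) and after the GC content and length correction (0.0352), in a range of 0.0014 to 0.65 over the alternatives. Fry, which does not compare the members with other genes, called these 4 lists and those of chondrocyte, hypertrophic, fibroblastic, osteoblast and hematopoietic markers.

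Among the Reactome sets, Cytokine Signaling in Immune system had a median of -0.19 over 179 members (19 upregulated and 75 downregulated, adjusted p = 0.000322, and 0.0431 with an estimated correlation). Interleukin-1 signaling had -0.19 over 39 (adjusted p = 0.00184) and Glycosaminoglycan metabolism -0.16 over 90 (adjusted p = 0.0293), and both calls were lost with an estimated correlation, the latter also after the GC content and length correction (adjusted p = 0.0784). Not called with the settings of the plan were Extracellular matrix organization (-0.13, adjusted p = 0.112), Collagen biosynthesis and modifying enzymes (0.20, 0.107), Collagen degradation (-0.17, 0.666), ECM proteoglycans (0.14, 0.666), Integrin cell surface interactions (-0.072, 0.695), mTOR signalling (0.024, 0.666) and Apoptosis (-0.033, 0.666). Under the unmoderated linear model cameraPR called Extracellular matrix organization (adjusted p = 0.00923, in a range of 0.000461 to 0.343 over the alternatives) and Collagen biosynthesis and modifying enzymes (0.0128, in a range of 0.000474 to 0.257). Fry called all of the sets not called with the settings of the plan but mTOR signalling. No explanation was tested for these sets.

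In 37 genes, one replicate had at most 3 reads and another of the same group at least 100. Of these, 35 (94.6%) have 10% or more of their exon bases or 50-base stretches shared with another gene, against 26.2% of 12252 other genes with at least 100 reads in a sample (Fisher's exact test, two-sided, p = 1.92e-18). Assignment of shared reads to one gene or another may therefore be a source of such jumps, and genes with shared sequence are marked where the text names them.

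Among genes with a mean of at least 1000 normalized counts, 67.9% varied between control replicates beyond counting noise, and 55.6% between coculture replicates. This argues against one library sequenced more than once. The median coefficients of variation were 4.11% and 3.02%, and the test cannot tell separate cultures from several libraries of one pool of cells or RNA. The paper names 3 biological replicates. With one pool, the p-values would measure the spread between libraries and not between cultures. Once every sample was thinned at random to the reads of the smallest (28057924 to 28061842), 6189 genes were called at an adjusted p under 0.05, and 6074 of them were also called without thinning, which argues against the difference in depth as the cause of the many changed genes.

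The 6 samples can be split into 3 and 3 in 10 ways, so no result can reach a share under 0.1, and chance cannot be told apart by this count. The real split alone (1 of the 10) gave as many genes by the paper's definition and at the adjusted p, where the other splits gave at most 182 and 2 genes. Medians as large came in 6 of the 10 splits for extracellular matrix organization and hypertrophic markers, in 5 for bone marrow stromal cell, endothelial and skeletal muscle markers, in 2 for neutrophil markers, antioxidant response and Reactome Apoptosis, and in 9 for erythroid markers. For every other list the real split alone gave a median as large.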
